A study of Mus musculus with 36 samples. Its data were reported in "Eomesodermin in conjunction with the BAF complex promotes expansion and invasion of the trophectoderm lineage" (2025).

How the data were processed

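ATAC-seq libraries of 36 samples of an Eomes degron TSC line were prepared by the authors in 12 groups of 3. Per the submitters' processing notes, reads were aligned with Bowtie2 (very sensitive option) to mm10 (GRCm38), mitochondrial reads were removed with SAMtools and duplicates with Picard, signal tracks were made with deepTools 3.5.1, and peaks were called with MACS2 2.2.7.1 after replicates had been downsampled to equal read numbers. The authors then tested each treatment against DMSO of the same duration with DiffBind on Galaxy, whose version and scaling method are not stated. The authors' deposited lists give, for each site, its width in bp, the log2 of the mean normalized reads over both arms and over each arm, and the log2 fold change between the arms. The 48 h lists also hold the authors' deposited P value and FDR, of at most 0.05, and the threshold behind the other lists is not stated. No per-library value, read count or depth is in these lists, so the precision of a fold is known only at 48 h, where the median standard error worked back from the deposited P value was 0.32 for Eomes depletion and 0.35 for BRGi on the log2 scale.

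The deposited fold was checked against the difference of the deposited arms, with which it matched within 0.01 at every site, and its sign was turned so that a negative value means lower signal after treatment. All sites lie on chromosomes 1 to 19. Every column of the lists was mapped, and the 3 untreated samples were left out because no list uses them. The DMSO columns of both treatments at 12, 24 and 48 h were compared at sites of identical coordinates, and the arms of the 1 h list were identified from the layout of the other lists and by comparison with their columns at sites of 80% reciprocal overlap.

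Sites were assigned to the nearest of 20696 autosomal protein-coding genes of GENCODE M21 within 500 kb of the site midpoint, and shares within 1 kb and at 5 to 50, 50 to 500 and over 500 kb were computed with Wilson 95% intervals. Promoter shares of lost and gained sites were compared by Fisher's exact test, two-sided. Persistence and overlap counted sites that shared at least 1 bp, against 100 draws of bedtools shuffle on the same chromosome and against the product of list sizes over 43858 merged sites of all lists. Folds at shared sites were set beside 100 simulations of unchanged groups with shared controls, whose error came from the deposited P values of 48 h, and beside the share of the same sign that the shares of lost and gained sites in each list give. Gene lists, 12 in number, were tested by the number of members with at least 1 lost or gained site, against 10000 random lists of equal size matched in 10 bins on the length of DNA assigned to a gene (two-sided). Consensus sequences of 14 factors were searched on either strand in the central 200 bp and compared with merged sites outside the tested set by Fisher's exact test, two-sided. All p were adjusted by Benjamini and Hochberg, for gene lists over lists, comparisons and directions, for motifs over motifs, comparisons and directions, and an adjusted p of at most 0.05 was called. DiffBind's own test rests on 3 libraries per arm and could not be refitted.

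The tests, the gene lists, the consensus sequences, the alternatives and the rule for named genes were fixed before the data were examined. That rule names, per comparison and direction, the 5 sites of largest absolute fold among those of at least median signal, for the TSC maintenance, early differentiation and adhesion lists up to 8 genes by the smallest FDR (or the largest fold where no FDR exists), and always Eomes, Elf5, Fgfr2, Hand1, Cited2, Lamb1 and Cdh1. Members that gained a site or belong to other lists are named as examples and were chosen after their values were seen, as were the motifs named (T-box throughout, apart from it the called motif or motifs of the highest odds ratio, the motifs called as rarer in lost sites of Eomes depletion, and a named motif called in the other direction at another time), the groups of sites compared for the T-box consensus and the number of tested sites worked back from P and FDR. Alternatives tried were an FDR of at most 0.01, an absolute log2 fold of at least 1, autosomes alone, TSSs of all annotated genes, 50% reciprocal overlap, identical coordinates, a gap of up to 500 bp, BRGi lists of other times or of shortened length, assignment within 100 or 1000 kb, random lists matched on the number of merged sites, whole sites, background of equal GC content and the reversed consensus.

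Of the steps, 5 were tested on simulated data (gene lists, motif scan, overlap, shared controls and the number of tested sites), and the others, such as distances to TSSs, were not. Random gene lists reached a p of at most 0.05 in 2.0% of cases and enriched ones in 100.0%, planted motifs were found in 100.0% of 700 instances, overlap calls differed from a direct count in 0 of 400 cases, the simulated correlation from shared controls was 0.497, and the number of tested sites was recovered at a ratio of 1.0000. Work was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, bedtools 2.31.1, samtools 1.23.1 and blastn 2.17.0, with random seed 20250531.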

Results

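Chromatin accessibility was measured by ATAC-seq, which reads out DNA open to a transposase, in a mouse trophoblast stem cell (TSC) line. Both copies of Eomes in this line carry a degron tag, so that addition of dTAG-13 removes the T-box transcription factor Eomes. The 36 samples fell into 12 groups of 3, namely DMSO alone for 1, 12, 24 or 48 h, 200 nM dTAG-13 for 12, 24 or 48 h (Eomes depletion), 10 uM BRM014 for 1, 12, 24 or 48 h, and untreated cells. BRM014 inhibits the ATPases of the BAF chromatin remodelling complex, Brg1 (Smarca4) and Brm (Smarca2), and is called BRGi here. The authors deposited 7 lists of differentially accessible sites, 3 for Eomes depletion and 4 for BRGi, each against DMSO of the same duration with 3 libraries per arm. These lists hold 1 mean per arm, so no spread between libraries and no depth per library could be read from them. The 3 untreated samples enter no list. Positions are in mm10 (GRCm38), counted from 1, and a site belongs to the nearest protein-coding transcription start site (TSS) of GENCODE M21. A site is called lost or gained when it stands in the authors' list with a lower or a higher signal after treatment. Fold changes are the authors' deposited log2 values, treated minus DMSO, and P values and FDR are those of the authors' DiffBind runs, present at 48 h alone. The study calls its replicates biological, but where they share a culture those P values measure technical spread. Wilson 95% intervals on shares of sites cover counting error only.

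The first comparison asked where accessibility depends on Eomes. Among the sites closed by loss of Eomes were ones near genes that keep TSCs self-renewing. As a list these genes exceeded random gene lists for lost sites at 48 h alone. That call ended with random lists matched on changed sites per gene. By 12 h the lost sites included an intronic one of the FGF receptor Fgfr2 and ones near the trophoblast transcription factor Tfap2c and the zinc finger factor Zfp281. By 24 h they included a site upstream of Elf5, a trophoblast transcription factor that acts with Eomes. Genes of differentiation such as Prdm1, a repressor needed in giant cell lineages, and of adhesion such as Itgb1, the integrin beta 1 chain, also had lost sites at 12 h. Those of Prdm1 and Itgb1 lay 257.2 and 37.7 kb from the TSS, in intergenic DNA. Cdh1, E-cadherin, had 4 lost sites at 48 h. Lost sites made up 629 of the 665 listed at 12 h (94.6%), 4370 of 4450 at 24 h (98.2%) and 10486 of 10906 at 48 h (96.1%). Their median deposited log2 fold in the authors' tables was -1.80 at 12 h, -1.53 at 24 h and -1.28 at 48 h. The smallest absolute log2 fold listed was 1.23 at 12 h, 0.90 at 24 h and 0.45 at 48 h, so weak changes entered the later lists and list lengths do not measure the spread of the response alone. From the deposited P values and FDR at 48 h, about 59518 sites had been tested, of which 17.6% were lost and 0.7% gained. The 420 gained sites of 48 h came to 184 at an FDR of at most 0.01 and to 216 at an absolute log2 fold of at least 1.

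Among 27 autosomal TSC maintenance genes, 4 had a lost site at 12 h of Eomes depletion, 14 at 24 h and 22 at 48 h. At 48 h this exceeded random gene lists matched on the length of DNA assigned to each gene, with an adjusted p of 0.0078, whereas the adjusted p was 0.4215 at 12 h and 0.1417 at 24 h. In the authors' deposited tables the strongest of these sites by FDR at 48 h lay 78.7 kb downstream of Tfap2c (chromosome 2, 172629497 to 172629829) with a log2 fold of -2.88 and an FDR of 2.83e-16. An intron of Fgfr1, the other main FGF receptor of these cells, held a site on chromosome 8 (25527285 to 25528111) that the authors' deposited table gives at -1.80 with an FDR of 7.94e-15. The gene for Fgfr2 had 7 lost sites at 48 h, of which an intronic one on chromosome 7 (130194388 to 130194806) stood at -2.07 with an FDR of 1.64e-13 in the authors' deposited table. For Elf5 the authors' deposited tables list 1 lost site at 24 h and 6 at 48 h, the strongest 39.0 kb upstream (chromosome 2, 103372420 to 103372971) at -1.68 with an FDR of 1.59e-09. Zfp281, Pcsk6 (a proprotein convertase), Meis1 (a homeodomain factor) and Pou3f1 (a POU factor) lost sites at -2.39, -1.95, -2.01 and -1.26 in the authors' deposited table of 48 h. The Eomes gene itself had no listed site at 12 h, 1 lost site at 24 h and 3 at 48 h, which in the authors' deposited table of 48 h lay 136.4, 93.4 and 88.3 kb upstream at -1.63, -0.89 and -0.99 with FDRs of 0.0011, 0.0251 and 0.000921, so that 2 remain at an FDR of at most 0.01. Many members of this list, and some of the differentiation and adhesion lists (Hand1, Serpinb8 and Cdh1, for example), are genes the study names from its own expression data in these cells, so the counts of these lists are not independent evidence.

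Early trophoblast differentiation genes lost sites under Eomes depletion as well, and Hand1 and Cited2 also gained 1 each. Hand1 drives giant cell formation and Cited2 is a transcriptional coactivator needed in the placenta. Of 19 members, 12 had a lost site at 48 h, which did not pass (adjusted p of 0.1649), and 3 had a gained one (adjusted p of 0.1441). The strongest lost site by FDR in the authors' deposited table of 48 h belonged to Rybp, a Polycomb component, on chromosome 6 (100212758 to 100213294), with a log2 fold of -2.32 and an FDR of 5.88e-21. Prdm1 (-1.95), the corepressor Tle3 (-1.76) and Cebpb (-1.44) followed in the authors' deposited table. The authors' deposited table lists a gained site 62.4 kb upstream of Hand1 (chromosome 11, 57895111 to 57895367) at 0.84 with an FDR of 0.0175, beside a lost site at -0.49 with an FDR of 0.0369. Around Cited2 the authors' deposited table gives 3 lost sites, the largest at -1.30 with an FDR of 0.000652, and a gained site 337.9 kb upstream at 1.15 with an FDR of 0.0428. Both gained sites, and the Hand1 loss, drop out at an FDR of at most 0.01.

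Genes of cell adhesion, matrix and cytoskeleton carried lost sites from 12 h of Eomes depletion on. Against random gene lists they passed at 12 h alone, and at 24 h 10 of 30 had one (adjusted p of 0.3771). At 12 h 6 of 30 had one (adjusted p of 0.0112), namely Serpinb8 (a protease inhibitor), Fmn1 (an actin-nucleating formin), the collagen gene Col16a1, the integrin genes Itgb1 and Itgav, and the kinase gene Src. Their values in the authors' deposited table of 12 h ran from -2.75 for Serpinb8, at a site 352.1 kb from its TSS, to -1.32 for Src. At 48 h 17 members had a lost site (adjusted p of 0.1598), and the authors' deposited table puts Col16a1 at -2.71 (FDR 3.42e-20), an intron of Src at -2.34 (FDR 4.98e-20) and a site 85.4 kb upstream of the integrin gene Itga6 at -4.67 (FDR 4.04e-08). Cdh1 had 4 intronic lost sites at 48 h, of which the one with the smallest FDR stood at -1.23 in the authors' deposited table, and Lamb1, a laminin chain, had none at any time. Gained sites at 48 h were assigned to 7 members (adjusted p of 0.0037), Lama1, Col4a1 and Col4a2 of the basement membrane, Itga6, Itgav, the keratin gene Krt18 and the tight junction gene Tjp1. Their log2 folds in the authors' deposited table ran from 0.64 for Col4a1 to 1.32 for Lama1, and this call ended at an FDR of at most 0.01 (adjusted p of 0.3347).

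A small set of TSC maintenance genes gained sites early in Eomes depletion. At 12 h these were Fgfr1, Ets2 (an ETS factor) and Pou3f1, at 1.61, 1.54 and 1.43 in the authors' deposited table (adjusted p of 0.0037). At 24 h they were Esrrb (an orphan nuclear receptor), Ets2, Bmp4 (a secreted signal) and Pou3f1, at 1.08, 1.05, 1.22 and 1.16 in the authors' deposited table (adjusted p of 0.0067). Sites within 100 kb alone gave an adjusted p of 0.1188 at 24 h. The FGF and ERK signalling list had 2 members with a gained site at 12 h, Fgfr1 and the stress kinase gene Mapk14 (adjusted p of 0.0424).

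The largest losses under Eomes depletion were mostly at sites away from TSSs. At 12 h the largest absolute fold among sites of at least median signal was on chromosome 2 (94721142 to 94721554), 283.2 kb from Api5, at -3.21 in the authors' deposited table. Sites nearest Lmo4 and Crbn were among the 5 largest at both 12 h and 24 h, with -3.16 and -3.00 and then -3.63 and -3.43 in the authors' deposited tables. By 48 h a site near Zfp326 (chromosome 5, 106152331 to 106152798) stood at -4.45 with an FDR of 8.71e-23, and an intronic site of the choline transporter-like gene Slc44a5 at -4.30, in the authors' deposited table. An intron of Pdia5, a protein disulfide isomerase, held the largest gain of 48 h among such sites, 1.90 with an FDR of 1.34e-10 in the authors' deposited table. Of the lost sites, 84.9% at 12 h, 86.6% at 24 h and 83.3% at 48 h (Wilson 95% interval at 48 h 82.6 to 84.0) lay 5 to 500 kb from a TSS, and 0.8%, 1.7% and 5.3% within 1 kb. Gained sites lay within 1 kb in 0 of 36 and 0 of 80 cases at 12 and 24 h and in 1.9% (1.0 to 3.7) at 48 h, an odds ratio against lost sites of 0.347 (Fisher's exact test, two-sided, adjusted p of 1.37e-03).

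The T-box consensus, the sequence bound by Eomes and its relatives, was most common in the sites listed first. It stood in the central 200 bp of 126 of 629 sites lost at 12 h, 13.6% at 24 h and 8.3% at 48 h, against 3.4%, 2.7% and 2.3% of background sites. The odds ratios were 7.03, 5.71 and 3.86, with adjusted p of 9.40e-55, 2.50e-185 and 3.58e-148 by Fisher's exact test, two-sided. Each background leaves out the sites lost at that time, so these odds ratios are not comparable across times. Reading the consensus backwards gave odds ratios of 1.42, 1.5 and 1.34, and the 12 h one no longer passed. None of the 36, 80 and 420 gained sites held the consensus, which passed at 48 h (adjusted p of 5.99e-07). Among the sites lost at 48 h, 20.7% of those already lost at 12 h carried it, 12.7% of those first listed at 24 h and 5.7% of those first listed at 48 h, groups formed after the data were seen. The smallest absolute log2 fold listed fell from 1.23 at 12 h to 0.90 at 24 h and 0.45 at 48 h. Order of loss and size of loss can therefore not be told apart in these groups. Consensus sequences of other factors were also more common than in background, MEIS in 25.6% of sites lost at 12 h (odds ratio 1.76) and SOX in 15.3% at 24 h (1.78) and 16.0% at 48 h (2.22). TEAD, whose factor Tead4 sets up the trophoblast lineage, stood in 24.5% of sites gained at 48 h (2.74, adjusted p of 3.33e-15), and RBPJ, the Notch effector, in 5 of 36 gained at 12 h (6.28, adjusted p of 3.34e-03). Other consensus sequences were rarer in lost sites than in background, which is made of other listed sites, and these too were chosen after their values were seen. Odds ratios at 12, 24 and 48 h were 0.55, 0.63 and 0.72 for AP-1 (adjusted p of 1.87e-06, 1.09e-23 and 4.93e-26), 0.50, 0.51 and 0.72 for TFAP2, 0.25, 0.37 and 0.51 for KLF/SP and 0.00, 0.22 and 0.48 for CTCF, all past the test. Against background of equal GC content AP-1 passed at all 3 times, TFAP2 at 24 h alone (0.75), KLF/SP at none and CTCF at 24 and 48 h. The reversed AP-1 consensus gave 1.27, 1.07 and 1.02. The paper reports the opposite direction, with motifs of Tfap2c, Junb (a Jun factor) and Klf5 enriched at sites of reduced accessibility under Eomes depletion. It used another method (HOMER) and does not state the background. Background here is other changed sites, many of them lost under BRGi, and AP-1 stood in 23.6% of sites lost at 1 h of BRGi. Rarer here thus means rarer than in other changed sites, and the cause of the difference was not tested. Reversed consensus controls of enriched motifs did not pass for MEIS (1.08) or TEAD (1.28), and that of RBPJ gave 0.00. The reversed SOX consensus stayed called as enriched at 24 and 48 h, so base composition may account for part of the SOX values.

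**Figure D1:**
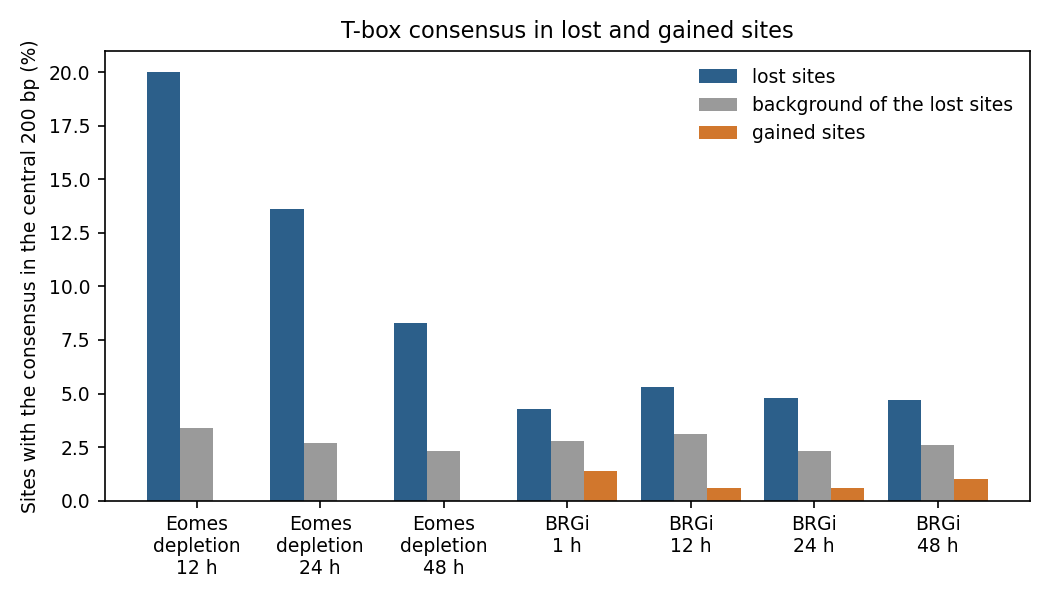
Percent of sites (y axis) that hold the T-box consensus in their central 200 bp, for each comparison with DMSO (x axis), in lost sites (blue), the background of the lost sites (grey) and gained sites (orange), without error bars. The share in lost sites was highest at 12 h of Eomes depletion (126 of 629, against 3.4% in background) and lay between 4.3% and 5.3% under BRGi.

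The second comparison asked where accessibility depends on the remodelling activity of BAF. Within 1 h inhibition closed sites near Fgfr2, Bmp4, Itgb1 and Ddah1, an arginine metabolism gene of the TSC list, at -2.33, -2.41, -2.76 and -2.82 in the authors' deposited table. By 24 and 48 h sites near the trophoblast factor Gata3, the SOX factor Sox21 and the stem cell factors Sall4 and Esrrb had lost much of their signal. Lost sites numbered 28210 of 28355 at 1 h (99.5%), 12372 of 13954 at 12 h (88.7%), 26107 of 29721 at 24 h (87.8%) and 22943 of 26943 at 48 h (85.2%). Their median log2 fold in the authors' deposited tables was -1.30 at 1 h, -1.56 at 12 h, -1.85 at 24 h and -1.90 at 48 h. Losses of at least 4-fold made up 12.8% of lost sites at 1 h, 20.2% at 12 h, 42.9% at 24 h and 45.6% at 48 h. About 56432 sites had been tested at 48 h, of which 40.7% were lost and 7.1% gained. As with Eomes depletion, the smallest absolute log2 fold listed differed, 0.28 at 1 h, 0.72 at 12 h, 0.30 at 24 h and 0.47 at 48 h, which limits comparisons of list length. The 1 h list names no arm, and its direction rests on its layout and on the closest match of its DMSO column with later DMSO columns (Pearson r across sites of 0.952, 0.938 and 0.908 with 12, 24 and 48 h, against 0.882, 0.869 and 0.853 for its treated column).

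**Figure D2:**
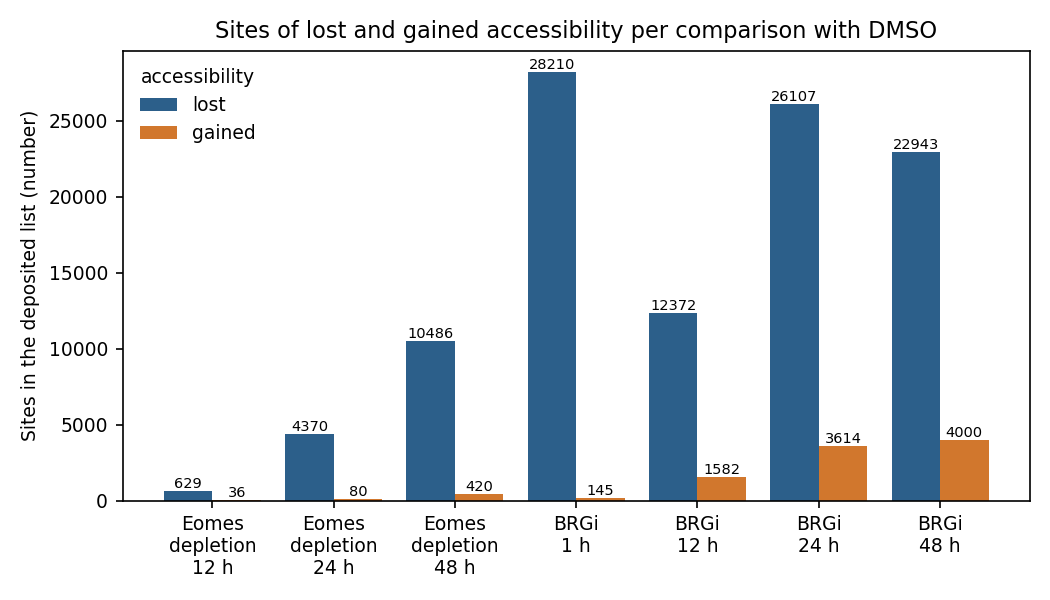
Number of sites in each deposited list (y axis) for the 7 comparisons with DMSO (x axis), split into lost (blue) and gained (orange) accessibility, with each count above its bar. Lost sites numbered 629 at 12 h and 10486 at 48 h of Eomes depletion, and BRGi lists held between 12372 and 28210 lost sites.

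TSC maintenance genes had a lost site under BRGi in 25 of 27 cases at 1 h (adjusted p of 0.1279), 24 at 12 h (0.0037), 26 at 24 h (0.0252) and 26 at 48 h (0.0078). At 48 h the strongest by FDR was a site near Sox21 on chromosome 14 (118221396 to 118222268), at -3.93 with an FDR of 1.67e-41 in the authors' deposited table. Sall4 followed at -3.47 (FDR 6.08e-26), and a site 50.6 kb upstream of Elf5 (chromosome 2, 103360776 to 103361405) stood at -3.59 (FDR 1.84e-25) in the authors' deposited table. Other values of 48 h in the authors' deposited table were -3.01 for Bmp4, -2.84 for Esrrb, -3.35 for the helix-loop-helix factor Id2, -2.76 for Gata3 and -2.80 for the Krüppel-like factor Klf5. The Eomes locus had 8 lost sites at 1 h, 4 at 12 h, 8 at 24 h and 7 at 48 h. Its strongest at 48 h lay 33.2 kb upstream (chromosome 9, 118444744 to 118445341) at -2.90 with an FDR of 5.69e-19 in the authors' deposited table. A site over the first part of the Eomes gene itself (chromosome 9, 118478479 to 118479668) was gained, at 0.86 with an FDR of 0.00441 in the authors' deposited table. Fgfr2 had 11 lost sites at 1 h and 11 at 48 h.

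Early differentiation genes had lost sites in 14 of 19 cases at 12 h of BRGi (adjusted p of 0.0424), the time at which this list passed. At 48 h Rybp stood at -3.84 with an FDR of 6.66e-38 in the authors' deposited table, Prdm1 at -2.90, the GATA factor Gata2 at -2.24, the spongiotrophoblast factor Ascl2 at -3.06 and the nuclear receptor Pparg at -3.36. Hand1 had 10 lost sites at 1 h and 4 at 48 h, and a gained site at its own 5' end at 48 h, 0.53 with an FDR of 0.0437 in the authors' deposited table. The position gained under Eomes depletion upstream of Hand1 was lost under BRGi, at -1.27, -1.58 and -1.89 at 1, 12 and 24 h in the authors' deposited tables. Adhesion, matrix and cytoskeleton genes passed at every time, with a lost site in 28, 24, 27 and 26 of 30 (adjusted p of 0.0037, 0.0037, 0.0078 and 0.0112). Examples at 48 h in the authors' deposited table were Src at -2.82 (FDR 1.91e-28), the laminin gene Lama5 at -2.76, an intronic site of Cdh1 on chromosome 8 (106619548 to 106620263) at -2.27 (FDR 5.12e-17) and the matricellular gene Thbs1 at -3.29. Lamb1 had 2 lost sites at 48 h, at -1.27 and -0.64 in the authors' deposited table.

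The gene list calls do not take account of how many accessible sites a gene had, since the deposited lists hold changed sites alone. Random lists matched on the number of merged sites per gene, in place of the length of DNA, ended every call on lost sites of TSC maintenance, differentiation, adhesion and the signalling lists, with adjusted p from 0.5795 to 1.0000. Calls on gained sites also ended for FGF and ERK at 12 h (0.2016) and adhesion at 48 h (0.1302) of Eomes depletion. Under BRGi those of TSC maintenance at 1 h (0.2016) and BAF at 48 h (0.1829) did too. Merged sites are the lost and gained sites of all lists. Sites lost under BRGi are 12372 to 28210 of the 43858, so matching fixes much of that outcome. Loss of a call there is largely built in and no evidence for or against it. The 629 sites lost at 12 h of Eomes depletion are a small part of them, and the 10486 lost at 48 h lie between. The adhesion call at 12 h (0.0112 to 0.5795) thus did not hold beyond the number of changed sites per gene.

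Sites gained under BRGi lay mostly at promoters, including those of genes every cell needs. Housekeeping genes, a reference list, had a gained site in 8 of 18 cases at 12 h, 13 at 24 h and 12 at 48 h (adjusted p of 0.0037 each, from the smallest p that 10000 random lists can give, 0.0002). Examples at 48 h in the authors' deposited table were Gapdh of glycolysis at 0.92, the elongation factor gene Eef1a1 at 0.88, the ribosomal protein gene Rplp0 at 0.92 and the RNA polymerase II gene Polr2a at 0.75. Subunits of BAF itself had gained sites in 13 of 20 cases at 24 h (adjusted p of 0.0037) and 10 at 48 h (0.0230). With random lists matched on the number of merged sites the 48 h call ended (0.1829). Random lists were not matched on whether a gene is active, and the housekeeping list passed at the same times. A response particular to BAF genes is therefore not shown. The Smarca4 promoter, at the gene for the inhibited ATPase, stood at 0.83 with an FDR of 0.000494 at 48 h in the authors' deposited table, Dpf2 at 0.96 and Pbrm1 at 0.94. TSC maintenance genes had gained sites at 1 h in 3 cases (adjusted p of 0.0256), at Sox2, a stem cell factor (0.96), Gata3 (0.49) and Eomes (0.39) in the authors' deposited table.

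Within 1 kb of a TSS lay 51.7% of sites gained at 1 h of BRGi (Wilson 95% interval 43.7 to 59.7), 73.6% at 12 h (71.4 to 75.8), 80.2% at 24 h (78.9 to 81.5) and 75.5% at 48 h (74.2 to 76.8). Lost sites did so in 11.4%, 2.4%, 6.7% and 5.1% of cases, and 77.2%, 86.5%, 81.3% and 82.8% of them lay 5 to 500 kb away. The odds ratio of gained over lost sites was 8.32 at 1 h (Fisher's exact test, two-sided, adjusted p of 3.88e-32), 116 at 12 h, 56.6 at 24 h and 57.7 at 48 h, the later p too small to be computed. Gains were small, with a median log2 fold of 0.48, 0.93, 0.58 and 0.73 in the authors' deposited tables, and at least 1 in 15 of 145, 528 of 1582, 245 of 3614 and 662 of 4000 sites. The 4000 gained sites of 48 h came to 2146 at an FDR of at most 0.01. Among sites of at least median signal, the largest gains included ones near Myc at 12 h (1.86), Plekha1 at 24 h (2.43) and Vmn1r223 (2.71, FDR 9.07e-14) at 48 h in the authors' deposited tables. The largest losses among such sites were near the serotonin receptor gene Htr3a at 1 h (-3.75), Gpc1 at 12 h (-3.33), Mmrn1 at 24 h (-4.82) and in an intron of Dnaaf1 at 48 h (-5.66, FDR 1.55e-16) in the authors' deposited tables.

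**Figure D3:**
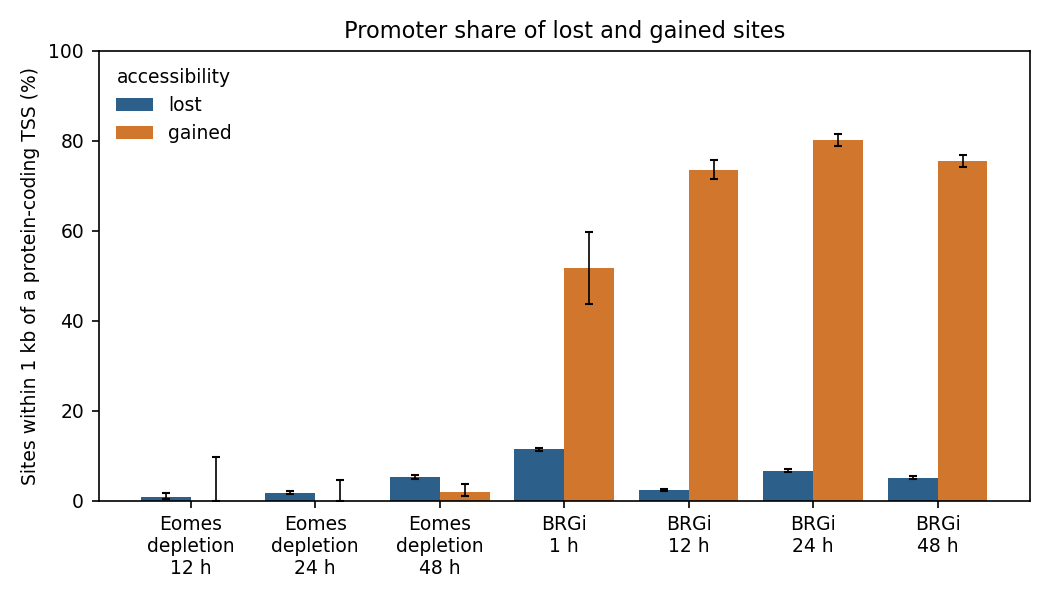
Percent of sites within 1 kb of a protein-coding TSS (y axis) for the 7 comparisons with DMSO (x axis), in lost (blue) and gained (orange) sites, with Wilson 95% intervals as error bars. Gained sites of BRGi lie between 51.7% and 80.2%, and lost sites between 0.8% and 11.4% over the 7 comparisons.

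Apart from T-box, the highest odds ratio in sites lost at 1 h of BRGi was that of AP-1, the Jun and Fos factors, present in 23.6% of sites against 8.2% of background (3.48). At 12 h AP-1 (23.8% against 15.4%, adjusted p of 2.66e-89) and ESRRB (1.0% against 0.6%, adjusted p of 1.34e-05) were level at 1.71, but ESRRB did not pass against background of equal GC content (1.26). By 48 h AP-1 was rarer in lost sites than in background (16.7% against 18.9%, odds ratio 0.86, adjusted p of 2.28e-09). Background sites differ between times, since each background leaves out the sites lost at that time and keeps those lost at other times alone. The background share of AP-1 thus rose from 8.2% at 1 h to 18.9% at 48 h, and odds ratios are not comparable across times. In lost sites the share went from 23.6% to 16.7%. SOX, again apart from T-box, stood highest at 24 h with 11.9% (1.80) and at 48 h with 2978 of 22943 sites (2.15). The T-box consensus stood in 4.3%, 5.3%, 4.8% and 4.7% of lost sites, at odds ratios of 1.55, 1.75, 2.2 and 1.82, all past the test. With the consensus reversed the odds ratios at 1, 12 and 24 h were 0.91, 0.99 and 1.14. At 48 h the reversed T-box consensus was still called as enriched, so base composition may account for part of the 48 h value. KLF/SP, the GC-rich promoter sequence of Sp1 and Klf factors, marked the gained sites, with 14.6% at 12 h (2.51), 18.2% at 24 h (3.69) and 17.8% at 48 h (3.64). Against background of equal GC content the 12 h value was 1.1 and did not pass. Reversed, AP-1 lost at 1 and 12 h, SOX lost at 24 and 48 h and KLF/SP gained at 12, 24 and 48 h stayed called as enriched. Base composition may thus account for part of these values. T-box was rarer in gained sites than in background at 12, 24 and 48 h (0.6%, 0.6% and 1.0%), but with background of equal GC content the 48 h odds ratio went from 0.25 to 1.04.

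Time courses within each treatment asked whether a lost site is listed as lost again at later times. The site downstream of Tfap2c and the site 15.7 kb upstream of the nearest Fgfr2 TSS were lost at 12, 24 and 48 h of Eomes depletion, and the Elf5 site 39.0 kb upstream at 24 and 48 h. Of sites lost at 12 h, 92.5% (582 of 629) were lost at 24 h and 86.8% at 48 h, and of those lost at 24 h, 73.5% at 48 h. Under BRGi 40.2% of sites lost at 1 h were lost at 12 h, 69.5% at 24 h and 58.9% at 48 h. The smallest absolute log2 fold listed was 0.28 at 1 h and 0.72 at 12 h, so a site not listed at 12 h need not have reopened. Sites lost at 12 h of BRGi were lost at 24 h in 91.9% of cases, and those of 24 h at 48 h in 70.8%. Chance, as the product of list sizes over the 43858 merged sites of all lists, gave 10.0%, 23.9% and 23.9% for Eomes depletion and 28.2%, 59.5%, 52.3%, 59.5% and 52.3% for BRGi steps from 1 to 12, 12 to 24, 24 to 48, 1 to 24 and 1 to 48 h. Merged sites are changed sites alone, fewer than the about 57975 tested at 48 h, so this chance is set too high. Gained sites persisted from 12 to 24 h in 7 of 36 cases (19.4%) under Eomes depletion, with 0.2% by chance, and in 74.9% under BRGi, with 8.2% by chance, against 24 h lists of 80 and 3614 gained sites. Site boundaries were called anew at each time, so that at most 0.5% of lost sites kept identical coordinates.

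The third comparison set both treatments side by side at 12, 24 and 48 h, asking whether they act on the same sites. At Elf5, 5 of the 6 sites lost at 48 h of Eomes depletion overlapped a site lost under BRGi, where the deposited fold was larger each time. The site 50.6 kb upstream stood at -1.03 and -3.59, the one 39.0 kb upstream at -1.68 and -2.18, the one over the 5' end at -0.69 and -1.31, and the intronic ones 2.2 and 12.2 kb downstream at -0.71 and -2.51 and at -1.17 and -2.93 in the authors' deposited tables of Eomes depletion and BRGi. The Fgfr2 intronic site 71.6 kb from the TSS stood at -2.07 and -3.28 in the authors' deposited tables, and the Fgfr2 site 15.7 kb upstream of the nearest TSS at -2.08 and -1.42. Cited2 lost the site 15.8 kb upstream in both, at -1.30 and -2.71 in the authors' deposited tables, and Cdh1 an intronic one at -1.30 and -1.99.

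**Figure D4:**
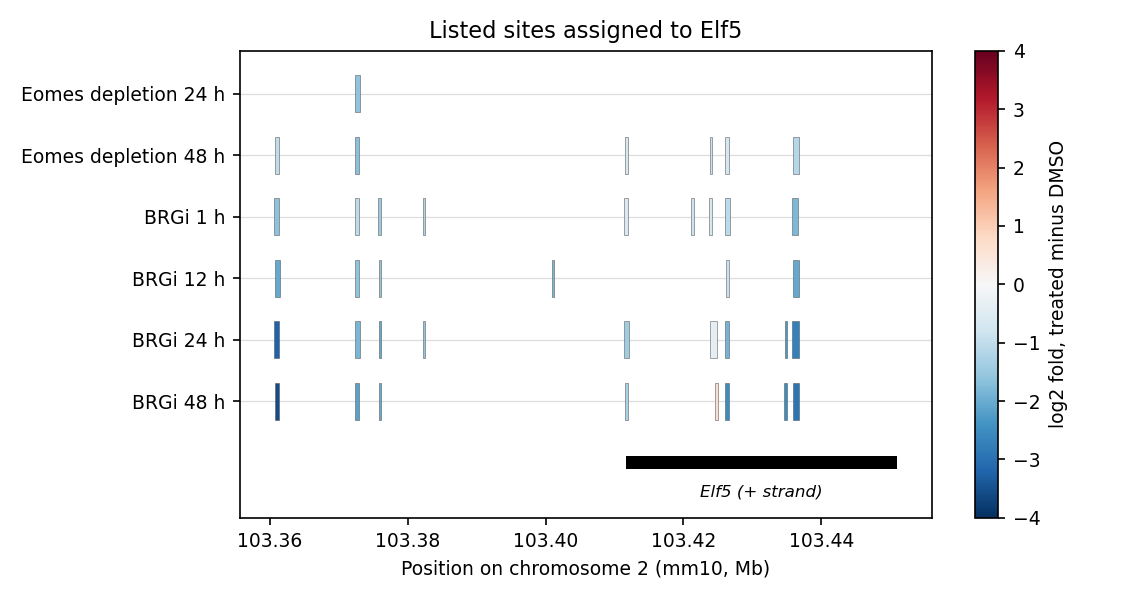
Sites assigned to Elf5 in each deposited list that holds any (rows), drawn to scale along chromosome 2 (x axis, mm10, Mb) and coloured by the deposited log2 fold, treated minus DMSO (blue lost, red gained), with the Elf5 gene as a black bar. Eomes depletion has 1 site at 24 h and 6 at 48 h, while BRGi has 9 lost sites at 1 h and 7 lost and 1 gained at 48 h.

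Lost sites of Eomes depletion were also lost under BRGi in 490 of 629 cases at 12 h (77.9%, Wilson 95% interval 74.5 to 81.0), 4161 of 4370 at 24 h (95.2%, 94.5 to 95.8) and 9343 of 10486 at 48 h (89.1%, 88.5 to 89.7). Chance over merged sites gave 28.2%, 59.5% and 52.3%, ratios of 2.76, 1.60 and 1.70, and 39.6% at 48 h over the sites tested. Shuffled positions gave at most 0.95% on average. Both treatments were compared with the same DMSO libraries, as the DMSO columns of both lists matched at all 3 times, and part of the excess may come from that. Against BRGi lists of other times, with other DMSO libraries, the share was 87.6% (1 h), 91.1% (24 h) and 81.9% (48 h) for the 12 h list, 67.5% (1 h), 45.4% (12 h) and 72.2% (48 h) for the 24 h list, and 71.7% (1 h), 48.3% (12 h) and 80.4% (24 h) for the 48 h list. Chance from the lengths of those BRGi lists over merged sites is 64.3% at 1 h, 28.2% at 12 h, 59.5% at 24 h and 52.3% at 48 h. The 24 h list exceeded it little against BRGi at 1 h, but merged sites are changed sites alone, which sets this chance too high. A BRGi list of 48 h shortened to the length of the Eomes depletion list gave 54.9%, with 24.5% by chance. Gained sites were shared in 0 of 36, 0 of 80 and 10 of 420 cases (2.4%, with 9.1% by chance). Of the 420, 100 (23.8%) were lost under BRGi, fewer than the 52.3% by chance.

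The T-box consensus separated the BRGi-lost sites that Eomes depletion also closed from the rest, in groups formed after the data were seen. It stood in 21.2% of shared sites against 4.6% of the others at 12 h, 13.6% against 3.2% at 24 h and 8.6% against 2.0% at 48 h, odds ratios of 5.56, 4.81 and 4.58 by Fisher's exact test. Fold changes at the 490, 4171 and 9493 pairs of shared sites had the same sign in all 490 at 12 h, 99.8% at 24 h and 98.5% at 48 h, against 66.8%, 66.5% and 66.6% simulated for unchanged groups with shared controls. Most listed sites are lost ones, so the make-up of the lists alone gives 84.5%, 86.5% and 82.4% of the same sign, a closer reference than the simulation, in which no sites are selected. Pearson r across sites, which are not independent replicates, was 0.12, 0.17 and 0.26 (Spearman rho 0.10, 0.16 and 0.26) against 0.50 simulated. The covariance was 0.022, 0.061 and 0.144 against 0.066, 0.064 and 0.061 simulated. Listing removes small folds and so restricts the observed range, which the simulation does not, so r and covariance are not like for like. BRGi had the lower fold at 41.2% of pairs at 12 h, 75.6% at 24 h and 82.0% at 48 h, with median differences, BRGi minus Eomes depletion, of 0.12, -0.55 and -0.73 in the authors' deposited tables.

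Lists of markers stood for other cell types that the culture could hold. Inner cell mass and epiblast genes passed for sites lost at 12 h of BRGi, with 14 of 20 (adjusted p of 0.0224), but at no other time. Mature placental products (21 genes, such as prolactin family members) had a lost site in 0, 5 and 5 cases over Eomes depletion and in 10, 9, 10 and 10 over BRGi, and the smallest adjusted p of this list in any comparison was 0.2520. Primitive and visceral endoderm genes (20) had lost sites in 2, 5 and 9 cases and in 16, 12, 17 and 13. Fibroblast and stroma genes (20) had 0, 2 and 5 and then 13, 9, 13 and 10. Mesoderm and definitive endoderm genes (20), part of them targets of Eomes in the embryo, had 0, 1 and 8 and then 15, 8, 11 and 11, and none had a gained site in any list. The placental, endoderm, fibroblast and mesoderm lists passed in no comparison or direction.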

Values the study reported

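The paper reports 4145 sites bound by Eomes in CUT&RUN, of which 81.4% lay 5 to 500 kb from a TSS. It also reports that 74.4% of the genes misregulated after Eomes depletion were misregulated under BRGi. Both values come from other assays than the site lists used here, and neither was recomputed.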

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

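Each kind of result was recomputed under the alternatives planned for it, changing 1 choice at a time, and an absolute log2 fold of at least 1 and autosomes alone were applied to site counts and to nothing else. The number of tested sites worked back from P and FDR, which moved the ratio of shared lost sites to chance at 48 h from 1.70 to 2.25, and the groups of sites compared for the T-box consensus were chosen after seeing the data. No paired analysis was possible because the lists hold 1 mean per arm and no value per library, and for the same reason neither a replicate block nor leaving out each replicate could be run. Not run were an FDR of at most 0.01 in lists other than those of 48 h, which alone hold an FDR, and persistence at that FDR or with lists of equal length, as no treatment has an FDR at more than 1 time. BRGi lists could be shortened by FDR at 48 h alone. Leaving out sex chromosomes and contigs removed nothing. Depth per library is unknown, and weak changes are not listed. Where a value moved, the cause was not tested unless given.

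Lost-site counts stayed within 1.5 times under an absolute log2 fold of at least 1, which left 216 of 420 gained sites at 48 h of Eomes depletion and 15 of 145, 528 of 1582, 245 of 3614 and 662 of 4000 at 1, 12, 24 and 48 h of BRGi. An FDR of at most 0.01 left 184 of 420 and 2146 of 4000 gained sites at 48 h. Both settings remove sites by construction. That FDR also took the share of lost sites at 5 to 500 kb from 83.3% to 85.5% for Eomes depletion and from 82.8% to 83.8% for BRGi. It kept 124 of the named sites and removed 12, in Eomes depletion 2 at Hand1 and 1 each at Eomes, Elf5, Cited2 and Cdh1, and in BRGi 2 at Cited2 and 1 each at Elf5, Fgfr2, Hand1 and Lamb1. With TSSs of all annotated genes, which add start sites, the share was 79.2% at 24 h and 75.1% at 48 h of Eomes depletion, and 68.4%, 77.7%, 72.1% and 73.9% over BRGi. For persistence of lost sites, 50% reciprocal overlap gave 89.2% (12 to 24 h), 70.4% (24 to 48 h) and 82.7% (12 to 48 h) in Eomes depletion, and 38.3% (1 to 12 h), 87.4% (12 to 24 h), 66.8% (24 to 48 h), 65.5% (1 to 24 h) and 54.8% (1 to 48 h) in BRGi. Identical coordinates gave 0.2%, 0.2% and 0.5%, and 0.0%, 0.1%, 0.1%, 0.1% and 0.1%, since boundaries were called anew at each time.

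The share of lost sites of Eomes depletion also lost under BRGi was within its interval at 50% reciprocal overlap and within 500 bp at all 3 times. Against BRGi lists of other times it went from 77.9% to 87.6% (1 h), 91.1% (24 h) and 81.9% (48 h) for the 12 h list, from 95.2% to 67.5% (1 h), 45.4% (12 h) and 72.2% (48 h) for the 24 h list, and from 89.1% to 71.7% (1 h), 48.3% (12 h) and 80.4% (24 h) for the 48 h list, with 64.3%, 28.2%, 59.5% and 52.3% by chance for BRGi at 1, 12, 24 and 48 h. At 48 h it was 90.7% with an FDR of at most 0.01 in both lists and 54.9% with the BRGi list shortened, which holds fewer sites by construction and gives 24.5% by chance. Pearson r of shared folds at 48 h went from 0.26 to 0.19 with that FDR, and 50% reciprocal overlap kept it at all 3 times.

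For gene lists, all 168 results kept their direction and side of the threshold within 1000 kb, 161 within 100 kb, 139 when matched on the number of merged sites, and 44 of 48 at an FDR of at most 0.01. Adjusted p values follow. At that FDR, FGF and ERK lost went from 0.0618 to 0.0336 (Eomes depletion 48 h) and from 0.0750 to 0.0352 (BRGi 48 h), TGF-beta lost from 0.1665 to 0.0211 (Eomes depletion 48 h), and adhesion gained from 0.0037 to 0.3347 (Eomes depletion 48 h). Within 100 kb, TGF-beta lost went from 0.0560 to 0.0205 (Eomes depletion 12 h) and from 0.0707 to 0.0205 (BRGi 12 h), FGF and ERK lost from 0.0618 to 0.0205 (Eomes depletion 48 h), 0.1123 to 0.0452 (BRGi 24 h) and 0.0750 to 0.0224 (BRGi 48 h), TSC maintenance gained from 0.0067 to 0.1188 (Eomes depletion 24 h) and, in the other direction, from 0.9074 to 1.0000 (Eomes depletion 48 h). Matching on merged sites, which are the changed sites of all lists, fixes much of the outcome for sites lost under BRGi, so its values say little about those calls. It fixes little for the 629 sites lost at 12 h of Eomes depletion. Calls ended as follows. Adhesion lost went from 0.0112 to 0.5795 at 12 h of Eomes depletion and to 1.0000 at 1, 12, 24 and 48 h of BRGi, and adhesion gained from 0.0037 to 0.1302 at 48 h of Eomes depletion. FGF and ERK went to 0.2016 (gained, Eomes depletion 12 h) and 0.9468 (lost, BRGi 12 h). TSC maintenance lost went to 1.0000 at 48 h of Eomes depletion and to 0.9271, 1.0000 and 0.9603 at 12, 24 and 48 h of BRGi, and TSC maintenance gained to 0.2016 at 1 h of BRGi. Early differentiation (0.9468) and inner cell mass (0.5795) lost at 12 h of BRGi, TGF-beta lost at 48 h of BRGi (0.9468) and BAF gained at 48 h of BRGi (0.1829) ended too. Results that were not called changed direction under this matching for adhesion lost at 24 h (0.9603) and 48 h (0.8690) of Eomes depletion, TSC maintenance gained (1.0000) and early differentiation gained (1.0000) at 48 h of BRGi, early differentiation (1.0000), BAF (1.0000) and fibroblast (1.0000) lost at 1 h of BRGi, TGF-beta lost at 24 h of BRGi (1.0000), and housekeeping lost at 48 h of Eomes depletion (1.0000) and at 1 h (0.2733), 24 h (0.6537) and 48 h (1.0000) of BRGi.

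For motifs, the choice of those named was made after their values were seen, so counts over all tests follow. Of 196, the reversed consensus turned 49, weakened 29, strengthened 9 and left 109, background of equal GC content turned 34, weakened 36, strengthened 7 and left 119, and whole sites turned 30, weakened 8, strengthened 19 and left 139. At an FDR of at most 0.01, 2 of 56 turned, 2 weakened and 52 held. A reversed consensus is another sequence of the same base composition, so loss of a call there is no fault of the consensus itself. Where a call stays, base composition may account for part of it. Calls stayed for SOX lost at 24 and 48 h of both treatments. Under BRGi they stayed for AP-1 lost at 1 and 12 h and KLF/SP gained at 12, 24 and 48 h. T-box lost stayed called at 24 and 48 h of Eomes depletion and at 48 h of BRGi. Odds ratios of the reversed T-box consensus went from 7.03 to 1.42 (lost, Eomes depletion 12 h), from 0.00 to 1.71 and 1.13 (gained, 24 and 48 h), and under BRGi from 1.55 to 0.91 (lost, 1 h), 0.37 to 1.89 (gained, 1 h), 1.75 to 0.99 (lost, 12 h), 0.15 to 0.71 (gained, 12 h) and 2.2 to 1.14 (lost, 24 h). In Eomes depletion MEIS went from 1.76 to 1.08 (lost, 12 h), RBPJ from 6.28 to 0.00 (gained, 12 h) and TEAD from 2.74 to 1.28 (gained, 48 h). ESRRB went from 1.71 to 1.38 (lost, BRGi 12 h) and AP-1 from 0.86 to 0.98 (lost, BRGi 48 h), no longer called. Among motifs rarer in sites lost in Eomes depletion, at 12, 24 and 48 h, AP-1 reversed went from 0.55 to 1.27, 0.63 to 1.07 and 0.72 to 1.02, and CTCF from 0.00, 0.22 and 0.48 to 0.00 each, no longer called. Reversed, the number of enriched motifs went from 4 to 1 (lost, 12 h), 3 to 0 (gained, 12 h) and 4 to 0 (gained, 48 h) in Eomes depletion and from 0 to 1 (gained, 1 h), 10 to 6 (lost, 12 h) and 10 to 6 (lost, 24 h) in BRGi, and the number depleted from 4 to 2 (lost, Eomes depletion 12 h and BRGi 48 h). Background of equal GC content took ESRRB from 1.71 to 1.26 (lost, BRGi 12 h), KLF/SP from 2.51 to 1.1 (gained, BRGi 12 h) and T-box from 0.25 to 1.04 (gained, BRGi 48 h). In sites lost in Eomes depletion it ended calls of KLF/SP at 12, 24 and 48 h (0.25 to 0.72, 0.37 to 0.88 and 0.51 to 0.88), of TFAP2 at 12 h (0.50 to 0.80) and 48 h (0.72 to 0.93) and of CTCF at 12 h (0.00 under both). With it, enriched motifs went from 4 to 2 (lost, 12 h), 5 to 3 (lost, 24 h), 6 to 3 (lost, 48 h) and 4 to 2 (gained, 48 h) in Eomes depletion and from 2 to 1 (gained, 12 h), 10 to 5 (lost, 24 h) and 9 to 5 (lost, 48 h) in BRGi. Depleted ones went from 4 to 2 (lost, 12 h) and 1 to 0 (gained, 24 h) in Eomes depletion and from 2 to 4 (lost, 1 h), 9 to 5 (gained, 12 h), 3 to 1 (lost, 24 h) and 4 to 2 (lost, 48 h) in BRGi. In whole sites, enriched motifs went from 3 to 1 (12 h), 0 to 1 (24 h) and 4 to 2 (48 h) in sites gained in Eomes depletion and from 2, 3 and 3 to 5 each (12, 24 and 48 h) in those gained under BRGi. Depleted ones went from 0 to 1, 1 to 4 and 3 to 8 (gained, Eomes depletion 12, 24 and 48 h) and from 2 to 4 (lost, BRGi 1 h), and T-box at 0.00 in sites gained at 24 h of Eomes depletion passed.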

Other observations

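The tests of the fold percentile, of the folds of high-signal sites around an offset, of the detection limit and of the 28S sequence were chosen only after the results they measure had been seen, and the genes named in the next paragraphs were chosen after their values were seen. Many signalling genes around the TSC state had lost sites in both treatments. Against matched random lists under the main settings, however, neither signalling list passed for lost sites at any time of Eomes depletion. FGF and ERK signalling genes, which relay the FGF4 signal that TSCs need, had a lost site in 16 of 20 cases at 48 h of Eomes depletion (adjusted p of 0.0618) and in 18 at 12 h (0.0168) and 19 at 48 h (0.0750) of BRGi. At 1 and 24 h of BRGi there were 19 each (0.1649 and 0.1123). Spry4 and Dusp4, feedback inhibitors of the pathway, stood at -2.00 and -2.24 at 48 h of Eomes depletion in the authors' deposited table, and Spry4 and the exchange factor gene Sos1 at -3.16 and -2.88 under BRGi. TGF-beta, Nodal and BMP signalling genes had a lost site in 16 of 27 cases at 48 h of Eomes depletion (0.1665) and in 23 at 48 h of BRGi (0.0224). At 1, 12 and 24 h of BRGi this list had 23, 18 and 21 and did not pass (0.1123, 0.0707 and 0.2555). In the authors' deposited tables of 48 h, the corepressor gene Ski stood at -3.03 with an FDR of 4.56e-30, Id1 at -3.04, the receptor gene Tgfbr1 at -2.86 and the inhibitory Smad7 at -2.06 for Eomes depletion. Under BRGi the authors' deposited table gives Smad6 at -3.25 with an FDR of 1.68e-34, Smad3 at -3.34 and Smad7 at -3.04. Promoters of Skil (1.08), Dusp6 (0.94) and Spry1 (1.05) were gained at 48 h of BRGi in the authors' deposited table.

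Inner cell mass and epiblast genes lost sites too. They had a lost site in 12 of 20 cases at 48 h of Eomes depletion (adjusted p of 0.0845) and in 14 at 12 h (0.0224) and 14 at 48 h (0.3321) of BRGi. Fgf4 and Fgf5, epiblast growth factors, stood at -2.15 and -2.64 and Nanog at -0.70 at 48 h of Eomes depletion in the authors' deposited table. Tfcp2l1, Pou5f1 and Prdm14, pluripotency factors, stood at -3.25, -2.63 and -3.01 at 48 h of BRGi in the authors' deposited table, where Klf4 had a gained promoter at 0.98.

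Sites gained under BRGi lay at promoters far more often than lost ones. One candidate explanation is that small changes can be called only at sites of high signal, which are mostly promoters. After matching on signal at 24 h, 79.7% of 3353 gained sites and 18.1% of lost sites lay within 1 kb of a TSS, a difference of 61.7 points. Gained and lost sites of equal signal thus differed. The explanation, however, concerns all tested sites of that signal, and the lists hold no unchanged ones. Lost sites are no stand-in for those, so this test cannot decide it. A single scaling offset shared by unaffected sites stays open, since gained promoter sites of 48 h had a spread of standardized folds of 0.70 (SD), within the bound of 1.2 set for it, against 1.30 for gained sites elsewhere and 1.80 for lost promoter sites. Listing only called sites narrows that spread below 1, so modest differences between sites cannot be excluded, and the gains may be relative to a loss elsewhere or an effect of inhibition.

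A set of 13 sites of very high signal was gained at 24 h of BRGi, 6 beyond 1 kb of a TSS at folds of 1.37 to 1.86 in the authors' deposited table, led by one on chromosome 17 (39843049 to 39848781), and 7 within 1 kb at 0.36 to 0.80, of which 5 were listed at 48 h and those of Gm10800 and Gm10801 were not. Copies of the ribosomal RNA gene may be the source, and 0.0% of the other 12 aligned to the chromosome 17 site, which meets the bound of 50% written beforehand, but that bound was wrong because the annotated part of the 28S gene does not align to the chromosome 17 site either (a reading changed after the result was seen), and none of the 12 (0.0%) aligned to that part, which is 8.8% of that RNA (420 bp) and excludes nothing. For one scaling offset, set at the mean fold of gained promoter sites at 48 h (0.72), the 5 sites within 1 kb lay around it with a root mean square of standardized folds of 0.60, within the bound of 1.2. All 6 beyond 1 kb lay above it at 48 h (0.98 to 1.52 in the authors' deposited table), at a root mean square of 1.72, past the bound of 1.5, but without the Txndc11 site at 1.247, so one offset is not excluded for them, and the percentile of the median fold of all 13 (84.8, between the bounds of 75 and 95) pools 2 unlike groups and decides nothing. Ribosomal copies, one offset and an effect of inhibition cannot be told apart for the 6 sites beyond 1 kb, and for those within 1 kb an offset stays open beside an effect of inhibition.

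The BRGi list of 12 h was shorter than those of 1 and 24 h, with 13954 sites against 28355 and 29721. A larger spread between the 12 h libraries may account for it, as the 5th percentile of the absolute log2 fold of lost sites of equal signal was 1.00 at 12 h, 1.52 times the larger of 0.57 at 1 h and 0.66 at 24 h. A stricter cutoff for the 12 h list predicts a raised percentile too (1.52) and stays open beside it, as the files give no threshold for these lists. Accessibility that came back by 12 h is the biological explanation, and of 2289 sites lost by a log2 fold of at least 2 at both 1 and 24 h, 1753 (76.6%) were listed as lost at 12 h, between the bounds of 50% and 80%. Recovery at part of the sites stays open beside both, as the lists hold no values per library.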
